A study of Mus musculus with 24 samples.

How the data were processed

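Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in the E14 line of mouse embryonic stem cells. The cells carried CTCF, a DNA-binding protein, fused to an auxin-inducible degron (AID), a tag that leads to degradation of the protein when the auxin IAA is added. One peak list per library was used for 24 libraries in 12 groups of 2.

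The protocols in the labels end at library construction, so the aligner, the peak caller and the filters were not stated. Each list gave, per peak, an interval, a summit and scores in the narrowPeak layout. The deposited fold is a ratio of the signal at the summit to the local background of the same library, without a control sample named. The deposited scores are the −log10 p and −log10 q of each peak within its own list. The lowest −log10 q of a list lay between 1.301 and 1.311. The per-peak fold and scores are the authors' values and were used here to rank, filter and describe peaks within a list, not to compare levels between libraries. Reads were not used here, so counting intervals for single peaks were not computed.

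Every peak lay inside the GRCm38 lengths of 21 chromosomes. Peaks of the same group were not copies of each other, since at most 0.224% of the intervals of a replicate pair were identical over the 12 pairs. Gene positions came from the GENCODE vM21 basic annotation, with 77161 distinct transcription starts of 55413 genes.

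The depth of a library was not stated in the lists. It was estimated from the fold, the −log10 p and the shortest peak of each list under the assumption that the peaks were called by MACS without a control and with its preset mouse genome size. Under this assumption the pileup at a summit must be a whole number. This held for 100% of 2000 peaks tested in each library, and for 0.100% to 1.65% when the fold was set 5% off. The implied depth was taken as the middle of the range that the shortest peak allows.

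Lists of unequal length were reduced, within each of 4 families of libraries, to the length of the family's shortest list by the authors' −log10 p. The lists held 120137 peaks in the 8 libraries of the CTCF lines, 80619 in the 6 of the Chd4 set, 135410 in the 6 of the Chd8 set and 59786 in the 4 of the serum set. The motif share was the percentage of a list's peaks with the CTCF consensus CCASYAGRKGGCRS, of 14 bp, on either strand with at most 1 mismatch within 250 bp of the summit. A background was measured with 10 permutations of the consensus letters that differed from it in at least 7 letters. Many of these permutations require a CG pair, which the consensus does not, so they are not matched to it in CG pairs. Among windows lost or called in full in serum-free medium, they matched on average 2.08% of promoter windows and 0.612% of the others. They are thus a rough background and do not give the chance rate of the consensus itself. The scan covered 273338993 bp. The promoter share was the percentage of peaks with the summit within 500 bp of an annotated transcription start.

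Windows of 501 bp were placed around summits of all 24 lists, from the best percentile of −log10 p within a list downwards and without overlap. Windows called by at least 2 libraries were kept, which left 233754 of 405786. A library called a window when one of its peaks in the reduced list overlapped it. A window was lost when both libraries of the reference group and neither library of the treated group called it, and gained in the opposite case. The number of changed windows was divided by its mean over the other 2 ways of splitting the same 4 libraries into pairs. No test per window was run, since with 2 libraries against 2 the smallest two-sided exact permutation p is 0.333. A window absent from a list is below the list's limit, which is not an absence of accessibility.

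Differences in shares were tested by exact permutation of the library labels. With 2 libraries against 2 the smallest two-sided p is 0.333, and with 2 against 4 it is 0.0667, so these designs cannot pass 0.05. Degradation in both media was tested by exact permutation within each medium over 36 arrangements, one-sided for a lower share, with a smallest p of 0.0278. The relation of the motif to loss or gain was tested by Fisher's exact test, two-sided, and its odds ratio was computed after adding 0.5 to each cell. Overlaps between comparisons were measured by Mantel-Haenszel odds ratios within 10 strata of window strength. Windows are not independent replicates, so the p-values of both describe these libraries only. The smallest p written was 1e-300. Benjamini-Hochberg adjustment covered 10 tests of shares, 8 Fisher tests and 5 Mantel-Haenszel tests. Where comparisons shared libraries, 20 simulations of unchanged libraries gave the overlap to set beside the observed one.

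The windows named in the report were chosen by a fixed rule. From the motif windows called by all 4 libraries without IAA and none of their 4 IAA libraries, the 5 with the highest mean percentile were taken. For each Chd set, 2 windows called by both shluci and no shRNA library and 2 windows called by all 4 shRNA and no shluci library were taken in the same way, and the promoter windows of Ctcf, Chd4 and Chd8 were added. One of the windows lost in the Chd8 set is not reported here. Groups, the comparisons between them with their tests, this rule and the alternatives were chosen before the data were examined. Chosen later were 2 alternatives (the motif share over called windows and a crossed pairing of replicate numbers), the implied depth, the values within libraries with and without a mitochondrial-like peak, the comparison of the media at equal list length, the simulated return of windows, the adjustment of p-values and the splits of the serum-free libraries across the IAA groups.

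The alternatives were lists at their deposited length, lists at 50% of the shortest list, a −log10 q of at least 10, a window covered by at least 50%, a summit inside the window, no mismatch or at most 2, a motif within 50 bp, a start within 2000 bp, the rank of motif peaks within their list, pairs of equal replicate number, and the omission of each library in turn. The code was checked on simulated data built on the 233754 windows, where 200 of 200 altered motif windows were recovered. The unaltered data gave a log2 odds ratio of 0.03 ± 0.104 (SE). Both outcomes follow from how the data were built, with altered windows removed outright and calls drawn without regard to the motif. They do not measure sensitivity or the rate of false changes in the real lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.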

Results

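The ATAC-seq libraries formed 4 sets. In serum-free medium, a control line was sampled without IAA and after 12 h of IAA, and lines overexpressing wild-type or mutated CTCF were sampled with IAA. In the Chd4 and Chd8 sets, cells with the hairpin named shluci were set beside cells with either of 2 hairpins (shRNA1 and shRNA2) against the chromatin remodeller gene, without IAA. In the serum set, cells were sampled at 0 h and 12 h of IAA. The growth protocol in the labels names serum-free medium for all 24 libraries, while the labels of these 4 libraries give serum, and the group names here follow the latter. Each of the 12 groups had 2 libraries. The labels do not state what the CTCF mutation changes.

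The lists held 120137 to 155087 peaks in the CTCF lines, 80619 to 141742 in the Chd4 set, 135410 to 166697 in the Chd8 set and 59786 to 82502 in the serum set. If the peaks were called by MACS without a control, the implied depth was 30.7 to 39.6 M reads (M, mega) in the CTCF lines and 21.6 to 26.0 M reads in the serum set. It was 9.93 to 10.1 M reads in the Chd4 set and 19.9 to 20.2 M reads in the Chd8 set. The shortest peak of a list was 112 to 167 bp in the CTCF lines and 155 to 172 bp in the serum set, against 41 to 70 bp in the Chd4 set and 29 to 66 bp in the Chd8 set. The sets therefore differed in depth and peak length, and shares are compared within a set.

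**Figure D1:**
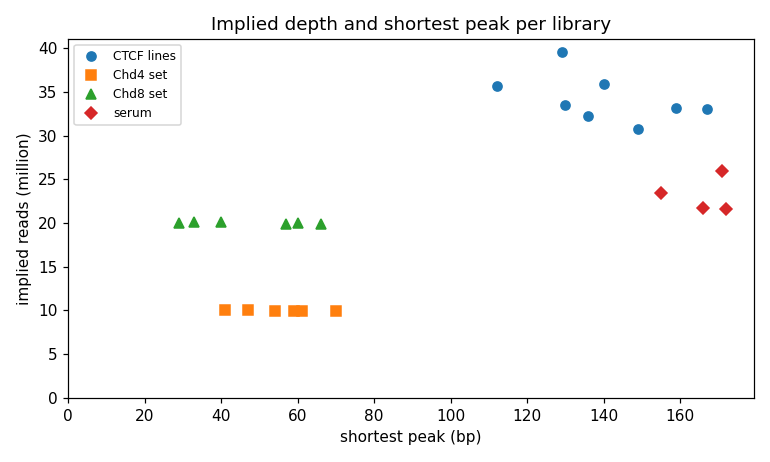
Implied number of reads per library in M reads (vertical axis) against the shortest peak of its list in bp (horizontal axis), 1 point per library. The 6 Chd4 libraries lie between 9.93 and 10.1 M reads and the 6 Chd8 libraries between 19.9 and 20.2 M reads.

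A transgene made from cDNA would add reads over the coding exons of Ctcf, of which the annotation holds 10 parts on chromosome 8 (GRCm38). Peaks on these exons more than 1000 bp from a Ctcf start were counted as a check of the labels. The wild-type line had 3 and 2 such peaks in its 2 libraries, the mutated line had 2 and 2, and the 4 libraries of the control line had 0. Of the 16 libraries outside the CTCF lines, 3 had 1 such peak each. Knockdown of Chd4 and Chd8 cannot be checked with these lists.

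The series asks how accessibility changes when CTCF is degraded. In serum-free medium the motif share was 7.02% ± 0.0235 (SD, n = 2) without IAA and 3.32% ± 0.0135 (SD, n = 2) with IAA. The share of permuted consensuses in the same lists was 0.776% and 0.775%. The difference of −3.70 percentage points exceeded the spread between replicates of 0.0272, and the two-sided exact permutation p was 0.333, the smallest possible. In serum the motif share was 10.2% ± 0.341 (SD, n = 2) without IAA and 4.05% ± 0.00710 (SD, n = 2) with IAA, with permuted consensuses at 1.07% and 1.03%. This difference of −6.14 points exceeded the spread of 0.341, with a two-sided exact permutation p of 0.333. Over both media the mean difference was −4.92 points, with an exact permutation p of 0.0278 one-sided, the smallest possible, and 0.0556 two-sided. The one-sided p adjusted over the 10 tests of shares was 0.278, and the share was lower with IAA in 4 of 4 libraries. The alternative that moved the difference over both media most within the same unit was a motif without mismatch, at −1.62 points. The rank of motif peaks within their list, another unit, moved by 0.0218 points over both media, which is a reversed direction and less than its spread of 0.448.

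**Figure D2:**
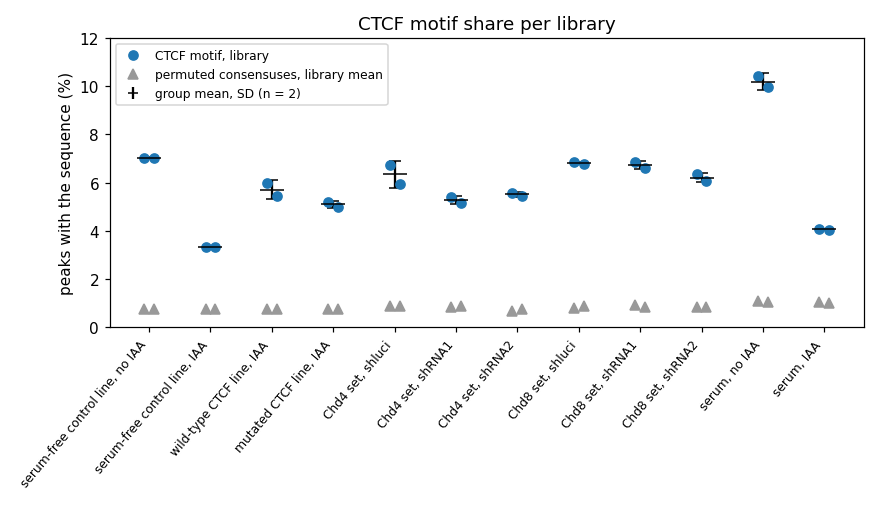
Percentage of peaks with the CTCF motif (vertical axis) for each of the 24 libraries by group (points), with the group mean and SD (n = 2) and the mean over 10 permuted consensuses (triangles). The share is 7.02% and 10.2% in the groups of the control line and of serum without IAA, and 3.32% and 4.05% with IAA.

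At an equal list length of 59786 peaks the difference was −4.17 points in serum-free medium and −6.14 in serum. The differences were thus −1.96 points apart, while the SD of the 4 groups was at most 0.341 points (n = 2). An exact permutation over 36 arrangements gave a p of 0.333 for this gap, which was not among the 10 tests of shares adjusted together. This does not decide, since the media also differed without IAA (7.59% and 10.2%). A permutation of the medium labels cannot then give a p below 0.333.

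In serum-free medium 8240 windows were lost and 6818 gained with IAA. The 15058 changed windows compare with 6573 and 5574 in the other splits of the same libraries, a ratio of 2.48. In serum 4781 windows were lost and 5234 gained, and the 10015 changed windows compare with 4241 and 4374, a ratio of 2.33. Of the windows, 13000 of 233754 held the motif (5.56%), against a mean of 0.695% over the permuted consensuses.

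Of windows called in both groups in full or lost, 39.8% of those with the motif (2677 lost) and 5.20% of those without it were lost in serum-free medium. The log2 odds ratio was 3.59 ± 0.0411 (SE), with a Fisher p at the floor of 1e-300 (adjusted 4e-300). In serum 47.3% of motif windows (1944 lost) and 6.12% of the others were lost, with a log2 odds ratio of 3.78 ± 0.0530 (SE) and a Fisher p at the same floor. The alternative that moved the serum-free odds ratio most was a motif with at most 2 mismatches, at 2.16. Gains went the other way, since 3.47% of motif windows and 13.0% of the others were gained in serum-free medium (log2 odds ratio −2.05 ± 0.148, SE). In lists of equal length, peaks without the motif take the places of lost motif peaks by construction, so these gains need not be newly opened sites. With lists at their deposited length 5059 windows were gained in serum-free medium and 8255 in serum. With a −log10 q of at least 10 these counts were 2677 and 4729. The odds ratio of gains was not computed for lists of other lengths. Losses in the 2 media shared 1523 windows, against 291.6 expected within strata of strength among 50155 windows, with a log2 odds ratio of 5.01 ± 0.0859 (SE) and a Mantel-Haenszel p at the floor of 1e-300.

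Of 4226 motif windows called by all 4 libraries without IAA, 861 were called by none of the 4 with IAA (20.4%). Of 45929 such windows without the motif, 662 were called by none (1.44%).

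The motif windows with the highest mean percentile of −log10 p were called by 4 of 4 libraries without IAA, by 0 of 4 with IAA, and by both libraries of the wild-type and of the mutated line. All 5 were intergenic. On chromosome 3 they lay at 135731251 to 135731751, at 39955 bp from the start of Nfkb1 (mean percentile 88.8 without IAA, sequence CCATTAGGTGGCGC with 1 mismatch), and at 105114220 to 105114720, at 47626 bp from 4930564D02Rik (88.6, ACACTAGATGGCAG with 1 mismatch). On chromosome 2 the window lay at 39372976 to 39373476, at 22187 bp from Gm13506 (88.0, GTGCCACCTTGTGG with 1 mismatch). On chromosome 7 it lay at 104199840 to 104200340, at 3347 bp from Olfr650-ps1 (86.6, TCAGTAGGTGGCGC with 1 mismatch). On chromosome 6 it lay at 141797833 to 141798333, at 24273 bp from Gm5724 (85.7, CTGCCCCCTAGTGG without mismatch). With windows covered by at least 50%, the surplus of libraries without IAA calling the window was 1 near Nfkb1 and 3 near 4930564D02Rik, in place of 4. With lists at their deposited length the surplus was 3 near Olfr650-ps1, where the mean percentile with IAA was 6.60. For that window 0 of 4 with IAA held in the reduced lists but not in the deposited ones.

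The overexpressing lines were compared with the control line under IAA. With IAA the motif share was 5.71% ± 0.403 (SD, n = 2) in the wild-type line and 5.09% ± 0.147 (SD, n = 2) in the mutated line, against 3.32% in the control line. The wild-type line was higher by 2.39 points (spread 0.403) and the mutated line by 1.77 points (spread 0.147), each with a two-sided exact permutation p of 0.333, the smallest possible. The lines differed by 0.618 points, with a spread of 0.429 and the same p. With the motif within 50 bp of the summit this difference was 0.546 points, within its spread of 0.657. The rank of motif peaks went the other way in all 3 comparisons, at −2.44, −1.39 and −1.05 points.

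A peak that matched mitochondrial sequence, at 24613046 to 24613191 of chromosome 1, was present in 5 of the 8 lists of the CTCF lines and absent from 3, in a pattern that crossed the groups. The shortest peak was 149 to 167 bp in the lists without it and 112 to 140 bp in those with it. Within libraries with and without this peak, with 1 library against 1, the motif share of the wild-type line was higher by 2.66 and 2.11 points, that of the mutated line by 1.86 and 1.68 points, and that of the wild-type over the mutated line by 0.80 and 0.437 points. For degradation in serum-free medium only the lists with the peak held both groups, at −3.69 points with 2 libraries against 1.

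In the wild-type line 5567 windows were gained and 5966 lost against the control line with IAA, a ratio of 1.59 to the other splits. One of these splits parted the libraries with the mitochondrial-like peak from those without it, and against the split that balanced them the ratio was 2.08. In the mutated line 5262 were gained and 4492 lost, a ratio of 1.299, or 1.64 against the balanced split. The balance of gains and losses depended on the setting. With lists at their deposited length, gains and losses were 8107 and 3590 (wild-type) and 7420 and 2975 (mutated). With windows covered by at least 50% they were 2817 and 5281 (wild-type) and 4405 and 3123 (mutated). Among windows gained or called in none of the 4 libraries, the wild-type line gained 26.6% of those with the motif and 8.55% of those without it (log2 odds ratio 1.96 ± 0.0504 SE, Fisher p 2.27e-284, adjusted 6.04e-284). The mutated line gained 18.8% and 8.70% (1.28 ± 0.0543 SE, Fisher p 4.05e-108, adjusted 8.10e-108). Within libraries with and without the mitochondrial-like peak, with 1 library against 1, the log2 odds ratio was 1.33 and 0.56 for the wild-type line and 0.57 and 0.25 for the mutated line. Between the lines 8025 windows changed against 9982 and 5510 in the other splits, a ratio of 1.04. The larger split was the one by the mitochondrial-like peak, and against the balanced split the ratio was 1.46. The motif log2 odds ratio of windows gained in the wild-type over the mutated line was 0.50 ± 0.0884 (SE, Fisher p 7.15e-08), and that of windows lost was −0.57 ± 0.119 (SE, Fisher p 4.77e-07). These 2 tests were not among the 8 adjusted together. With 1 library against 1, the values with and without the peak were 0.65 and −0.18 for gains and −0.39 and −0.14 for losses.

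Of the 2677 motif windows lost with degradation, 1225 were called by both libraries of the wild-type line (45.8%), against 1793 of 5563 lost windows without the motif (32.2%). The difference was 13.5 points ± 2.25 (95% interval). In the mutated line the counts were 922 (34.4%) and 1392 (25.0%), a difference of 9.42 points ± 2.13. These intervals cover counting of windows alone. Simulated unchanged libraries returned a mean of 27.9% of windows for the wild-type and 32.9% for the mutated line. The return of windows without the motif lay above this for the wild-type and below it for the mutated line. The motif return of the wild-type line (45.8%) lay above the simulated range of 25.4% to 29.3%. That of the mutated line (34.4%) was close to the top of its range, 31.3% to 34.3%. Its return of windows without the motif was 25.0%. The simulated windows dropped out without any true change. Their range therefore does not give the return expected of motif windows that were truly lost. It cannot decide whether motif windows returned in the mutated line. A motif within 50 bp of the summit gave a difference of 3.84 points ± 3.83 (95% interval) for the wild-type line. For the mutated line it gave 1.06 points ± 3.55, so this difference was within its interval. Without control line, IAA replicate 2, the differences of the wild-type and the mutated line were 5.56 and 1.80 points.

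The Chd sets ask whether loss of either remodeller changes accessibility. In the Chd4 set the motif share was 6.33% ± 0.542 (SD, n = 2) with shluci and 5.39% ± 0.183 (SD, n = 4) with the shRNAs, at 5.27% ± 0.182 (SD, n = 2) for shRNA1 and 5.51% ± 0.109 (SD, n = 2) for shRNA2. The difference of −0.943 points exceeded the spread of 0.572, with a two-sided exact permutation p of 0.0667, the smallest possible (adjusted 0.333), and was lower in 4 of 4 libraries. Over called windows the difference was −0.511 points, within its spread of 0.599, and without Chd4 set, shluci replicate 1, it was −0.559 points. Peaks with a −log10 q of at least 10 gave the opposite direction, at 0.532 points. The rank of motif peaks also had the opposite direction, at 3.39 points. In the Chd8 set the share was 6.82% ± 0.0460 (SD, n = 2) with shluci and 6.46% ± 0.336 (SD, n = 4) with the shRNAs. The difference of −0.356 points was close to the spread of 0.339, with a two-sided exact permutation p of 0.267. By hairpin the share was 6.72% ± 0.174 (SD, n = 2) for shRNA1 and 6.20% ± 0.195 (SD, n = 2) for shRNA2. Both shRNA2 libraries lay below both shluci libraries, while replicate 1 of shRNA1 (6.846%) lay between them.

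The promoter share of the Chd4 set was 22.4% ± 0.435 (SD, n = 2) with shluci and 18.2% ± 2.10 (SD, n = 4) with the shRNAs. The difference of −4.13 points exceeded the spread of 2.15, with a two-sided exact permutation p of 0.133. Without Chd4 set, shRNA2 replicate 1 (15.2%), it was −3.13 points. In the decile of windows with the highest GC content, 1461 were lost and 740 gained with shRNA1, and 2471 and 371 with shRNA2. In the lowest decile these counts were 1012 and 964, and 982 and 1254. A shift in GC content was thus not separated from a change at promoters. In the Chd8 set the promoter share was 18.9% ± 0.748 (SD, n = 2) and 19.2% ± 1.31 (SD, n = 4), a difference of 0.264 points within the spread of 1.51, with a two-sided exact permutation p of 0.8. Peaks with a −log10 q of at least 10 gave −0.284 points. The alternatives moved the Chd4 difference between −5.63 points (lists at 50% of the shortest) and −2.80 points (lists at their deposited length), and the latter was within its spread of 4.06.

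With Chd4 shRNA1, 11291 windows were lost and 8710 gained, a ratio of 3.54 to the other splits. With shRNA2, 13368 were lost and 8807 gained, a ratio of 3.83. The alternative that moved these ratios most was a −log10 q of at least 10, at 10.5 and 10.6. Gains then fell to 977 and 1001, and with windows covered by at least 50% to 402 and 485. The 2 hairpins shared 6640 lost windows, against 4122.6 expected among the 46619 windows called in both shluci libraries. The log2 odds ratio was 2.11 ± 0.0353 (SE), above the 1.76 to 1.90 of simulated unchanged libraries. Without Chd4 set, shRNA2 replicate 2, it was 1.757, and without shRNA1 replicate 2 it was 1.89, neither above that range, which was not simulated again for fewer libraries. All 4 shRNA libraries gained 2758 windows that no shluci library called. Under the main setting the motif bore no detected relation to loss, with log2 odds ratios of −0.04 ± 0.0693 (SE, Fisher p 0.534) for shRNA1 and −0.11 ± 0.0676 (SE, Fisher p 0.108) for shRNA2. Both changed sign between alternatives, and some alternatives passed the threshold of 0.05. Such values ran from −0.61 (a −log10 q of at least 10) to 0.38 (a motif within 50 bp) for shRNA1. For shRNA2 they were negative, down to −0.49. The relation thus depended on the setting.

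**Figure D3:**
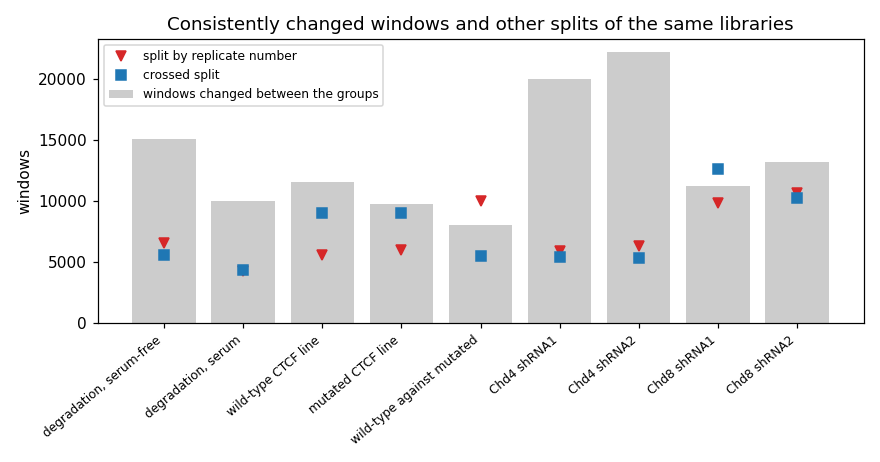
Number of windows (vertical axis) changed between the groups of each of the 9 comparisons (bars) and changed in the other 2 splits of the same 4 libraries (markers). Chd4 shRNA2 has 22175 changed windows against 6268 and 5317, and Chd8 shRNA1 has 11197 against 9863 and 12633.

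With Chd8 shRNA1, 6616 windows were lost and 4581 gained, a ratio of 0.995. The 11197 changed windows lay between the 9863 and 12633 of the other splits. The larger of these put the lists with shortest peaks of 33 and 29 bp against those with 57 and 40 bp. With shRNA2, 5011 were lost and 8182 gained, a ratio of 1.26. Windows covered by at least 50% moved the shRNA1 ratio most, to 0.444. The hairpins shared 2344 lost windows against 1236.5 expected among 68302, with a log2 odds ratio of 2.08 ± 0.0506 (SE), above the 1.74 to 1.91 of simulated libraries. Without Chd8 set, shRNA1 replicate 1, it was 1.65, and without shluci replicate 1 or either replicate of shRNA2 it was 1.75 to 1.90, not above that range either. The motif odds ratio of lost windows had opposite signs for the hairpins, at −0.38 ± 0.0781 (SE, Fisher p 6.27e-07, adjusted 1.00e-06) for shRNA1 and 0.36 ± 0.0752 (SE, Fisher p 3.09e-06, adjusted 4.12e-06) for shRNA2. The shRNA1 value changed sign with lists at 50% of the shortest, at 0.12. The shRNA2 value changed sign without Chd8 set, shluci replicate 1, at −0.06. Among gains, shRNA1 gained 11.7% of motif windows and 5.73% of the others (log2 odds ratio 1.12 ± 0.0902 SE, Fisher p 4.81e-30). With shRNA2 the gains were 11.9% and 10.9% (0.148 ± 0.0871 SE, Fisher p 0.0969). These 2 tests of gains were not among the 8 adjusted together and were not run under the alternatives or the other splits. Since the windows changed with shRNA1 lay between the other splits, its value cannot be told from differences between libraries.

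Windows gained with degradation in serum-free medium were compared with windows gained by at least 3 of 4 shRNA libraries. With Chd4 knockdown 175 were shared against 450.3 expected, a log2 odds ratio of −1.53 ± 0.112 (SE, Mantel-Haenszel p 6.53e-47, adjusted 8.16e-47). Splits of the serum-free libraries across the IAA groups gave −1.41 to −1.26. With windows covered by at least 50% the value changed sign, at 0.18. With Chd8 knockdown 166 were shared against 136.6 expected, a log2 odds ratio of 0.32 ± 0.120 (SE, Mantel-Haenszel p 0.00765, adjusted 0.00765). This lay within the range of such splits, −0.55 to 0.45, and was 0.0579 without Chd8 set, shRNA2 replicate 2. Over the alternatives it ranged from 0.0146 (lists at their deposited length) to 2.25 (a −log10 q of at least 10).

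The windows with the highest percentile lost in all 4 Chd4 shRNA libraries lay in an intron of Dnajc3 (chromosome 14, 118977669 to 118978169, mean percentile 99.7 with shluci) and in an intron of Spg11 (chromosome 2, 122117342 to 122117842, 99.5). With a summit inside the window required, neither was called by more shluci than shRNA libraries. Those gained lay 29957 bp from Gm13811 (chromosome 2, 100365910 to 100366410, mean percentile 99.8 with the shRNAs) and 30084 bp from Slain1 (chromosome 14, 103619894 to 103620394, 99.8). In the Chd8 set a lost window lay 18597 bp from Zfp27 (chromosome 7, 29880016 to 29880516, mean percentile 84.4 with shluci). The gained windows lay in introns of Gm6999 (chromosome 14, 79898768 to 79899268, mean percentile 95.2 with the shRNAs) and Adk (chromosome 14, 21052805 to 21053305, 94.1), and had no surplus of shRNA calls with a summit inside the window required. None of these windows of the Chd sets kept a full difference with windows covered by at least 50%.

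The promoter window of Ctcf (chromosome 8, 105636152 to 105636652) was called by 20 of 24 libraries and that of Chd8 (chromosome 14, 52257538 to 52258038) by 24. The window nearest the start of Chd4 (chromosome 6, 125096006 to 125096506, in the UTR) was called by 7.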

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

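All tests in this part were chosen after the results were seen.

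The number of peaks per deposited list moved in opposite directions with degradation in the media, which drew attention to it. It decreased by 11601 in serum-free medium, where the mean was 136066 ± 4461 (SD, n = 2) without IAA and 124466 ± 6121 (SD, n = 2) with IAA. It rose by 12668 in serum, from 64469.5 ± 6623 (SD, n = 2) to 77137.5 ± 7587 (SD, n = 2). Both libraries with IAA lay on the same side of both libraries without it in each medium. The difference between the media was not tested. Loss of peaks at CTCF motifs alone is argued against, because peaks without the motif rose by 16038 per list in serum, more than the spread of the lists, while peaks with the motif fell by 3369.5. In serum-free medium peaks without the motif fell by 6790.5. Sequencing depth was weighed through the mean implied depth, which rose by 1.22 M reads in serum and fell by 2.08 M reads in serum-free medium. In serum the libraries overlapped, at 23.5 and 21.7 M reads without IAA and 26.0 and 21.6 M reads with IAA, and the list with the most peaks (82502, with IAA) had the lowest depth. In serum-free medium both libraries with IAA (33.1 and 32.3 M reads) lay below both without it (35.95 and 33.57 M reads). With 2 libraries per group, depth may have contributed and was not excluded. A difference between the media in how the number of peaks responds to degradation stays open and was not tested.

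The promoter share of the Chd8 set moved in opposite directions with the hairpins, each library of a hairpin lying on one side of both shluci libraries. It rose by 1.35 points with shRNA1 and fell by 0.821 points with shRNA2 against shluci. The difference between the hairpins was not tested. Peak length set by the peak caller may contribute. The slope of promoter share on shortest peak between the shluci libraries predicted a difference of 1.26 points between the hairpins, against 2.17 observed. Within shRNA1 the direction was opposite to this slope, with 20.7% at a shortest peak of 40 bp and 19.9% at 29 bp. Within shRNA2 it was the same, with 18.4% at 60 bp and 17.9% at 66 bp. The prediction rests on a slope through 2 libraries, so peak length and a difference between the hairpins cannot be told apart. Over called windows, whose length is fixed, the hairpins differed by 0.689 points. Replicate 2 of shRNA1 (18.35%) and of shRNA2 (18.19%) then lay between the shluci libraries (18.17% and 18.36%). The hairpins thus no longer lay fully on opposite sides of shluci. A difference in the effect of the hairpins stays open, untested.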

How the results depend on the processing

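All alternatives were planned, except the motif share over called windows and the crossed pairing, which were chosen after seeing the data. Where a value below has no stated reason, the cause was not tested.

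The motif share fell with degradation in both media under every alternative in the same unit, from −1.21 to −4.86 points in serum-free medium and from −2.04 to −8.05 in serum, and it rose in the overexpressing lines, from 0.840 to 2.76 (wild-type) and from 0.638 to 2.09 (mutated). The lost windows were enriched for the motif in both media under all alternatives, with log2 odds ratios from 2.16 to 3.95 and from 2.47 to 4.06. The depth of the lists limits the windows that can be called, and 2 libraries per group limit the tests of shares.

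With lists at their deposited length, the serum-free difference was −3.25 points, the mutated line 1.502 points, the return of lost motif windows in the wild-type line 11.1 points, and the overlap of gains with Chd8 knockdown 0.0146 on the log2 scale, no longer past the threshold (p 0.962). With lists at 50% of the shortest, the serum-free difference was −4.18 points, the returns 10.1 and 6.70 points, and the motif odds ratios of losses −0.29 for Chd4 shRNA1 and −0.35 for shRNA2, now past the threshold, and 0.12 for Chd8 shRNA1, reversed. The overlap of gains was then −0.64 with Chd4 and 1.64 with Chd8 (Mantel-Haenszel p 7.61e-05 and 1.73e-26), on the same side of the threshold.

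With a −log10 q of at least 10, the degradation differences were −4.40 and −5.21 points, the Chd4 motif share difference 0.532 points, reversed, and the returns 7.68 and 6.50 points. The Chd4 ratios were 10.5 and 10.6, the motif odds ratios of losses −0.61 and −0.49 for the Chd4 hairpins, past the threshold, and 0.14 for Chd8 shRNA1, reversed, and the overlap of gains −0.69 with Chd4 knockdown, no longer past it, and 2.25 with Chd8 knockdown (Mantel-Haenszel p 0.00895). Chd4 gains fell from 8710 and 8807 to 977 and 1001 and losses from 11291 and 13368 to 6426 and 6820, while serum losses fell from 4781 to 937. Fewer peaks pass this limit by construction.

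With windows covered by at least 50%, which short peaks seldom reach by construction, the Chd4 ratios were 7.03 and 8.03 and the Chd8 shRNA1 ratio 0.444. The motif odds ratios of losses were 0.26 for Chd4 shRNA1 and 0.38 for Chd8 shRNA1, both reversed, and 0.41 for Chd8 shRNA2, no longer past the threshold. The returns were 6.57 and 7.28 points, and the overlap of gains 0.18 with Chd4, reversed, and 1.33 with Chd8, no longer past the threshold. Chd4 gains were 402 and 485. With a summit inside the window, the motif odds ratios of losses were −0.17 and −0.16 for the Chd4 hairpins, past the threshold, and 0.0365 for Chd8 shRNA2, no longer past it.

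Without mismatch, the motif share differences were −1.21 and −2.04 points for degradation, 0.840 and 0.638 for the lines and −0.263 for Chd4, and the odds ratio for Chd4 shRNA1 was 0.0336, reversed. With at most 2 mismatches, they were −4.86, −8.05, 2.09 for the mutated line and −2.04 for Chd4, the odds ratios −0.13 for Chd4 shRNA1, past the threshold, 0.0447 for Chd4 shRNA2 and −0.0674 for Chd8 shRNA2, both reversed, and the returns 10.3 and 7.14 points. With the motif within 50 bp, they were −2.99, −3.79, 1.48 for the mutated line and −0.201 for Chd4, the odds ratios 0.38, 0.30 and 0.42 for Chd4 shRNA1, Chd4 shRNA2 and Chd8 shRNA1, all reversed, of which the first (Fisher p 0.0316) and the last (Fisher p 0.0156) were past the threshold, and the returns 3.84 and 1.06 points. Over called windows, the differences were −2.60 and −4.61 for degradation and 1.71 and 1.23 for the lines.

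The rank of motif peaks within their list, in another unit, had the opposite sign to the share in serum (0.473), the wild-type line (−2.44), the mutated line (−1.39), wild-type against mutated (−1.05), Chd4 (3.39), Chd8 (0.171) and both media (0.0218). A rank describes peaks still in the list, and lost peaks leave it by construction.

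Pairing libraries by replicate number gave the same mean over both media, −4.92 points, with a one-sided exact sign-flip p of 0.0625, the smallest possible. In the CTCF lines the numbers did not pair the samples. Deviations of equal numbers correlated at −0.129 between the control line with IAA and the wild-type line and at 0.138 between the overexpressing lines. In the Chd4 set these correlations were 0.00783 to 0.0188. Replicate 1 nevertheless had the longer deposited list in each Chd4 group (135583, 140936 and 141742 peaks, against 93091, 91397 and 80619). The crossed pairing of the wild-type line gave 2.39 points.

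Omitting 1 library leaves an arm with 1, which raises the number of changed windows by construction, except where an shRNA library is omitted from the shares of the Chd sets, which leaves 3. The ranges were −3.71 to −3.68 points (serum-free), −6.38 to −5.89 (serum), −5.04 to −4.80 (both media), 2.10 to 2.67 (wild-type), 1.67 to 1.87 (mutated), 0.333 to 0.904 (wild-type against mutated), −1.33 to −0.559 (Chd4) and −0.483 to −0.223 (Chd8) for the motif share, and −4.66 to −3.13 (Chd4) and −0.265 to 0.793 (Chd8) for the promoter share. The ratios ranged from 1.28 to 1.75 (serum-free), 1.27 to 1.55 (serum), 1.04 to 1.35 (wild-type), 1.07 to 1.19 (mutated), 0.834 to 1.09 (wild-type against mutated), 1.46 to 1.86 and 1.44 to 2.13 (Chd4 shRNA1 and shRNA2), and 0.890 to 1.11 and 0.931 to 1.35 (Chd8 shRNA1 and shRNA2). The motif odds ratios ranged from 2.73 to 3.04 (serum-free), 2.98 to 3.15 (serum), 0.88 to 1.56 (wild-type gains, lowest without that line's replicate 1), 0.51 to 0.80 (mutated gains, lowest without that line's replicate 1), −0.10 to 0.25 and −0.15 to 0.0699 (Chd4 losses), −0.68 to −0.12 (Chd8 shRNA1, weakest without shRNA1 replicate 2) and −0.0614 to 0.48 (Chd8 shRNA2), reversed without Chd8 set, shluci replicate 1. The returns ranged from 5.56 to 16.1 and from 1.80 to 9.67 points, lowest without control line, IAA replicate 2. The overlaps ranged from 4.18 to 4.79 (media), 1.76 to 2.27 (Chd4 hairpins), 1.65 to 2.33 (Chd8 hairpins), −1.69 to −1.21 (gains, Chd4) and 0.0579 to 0.71 (gains, Chd8), lowest without Chd8 set, shRNA2 replicate 2.

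Counts of lost or gained windows moved by more than 1.5 times in 3 cases with deposited lists, 16 with lists at 50%, 13 with the −log10 q limit, 12 with coverage and 0 with summits. The difference in libraries calling a named window changed for 5, 1, 2, 10 and 4 windows in the same order.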

Other observations

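All tests in this part were chosen after the results were seen, apart from the test of GC content.

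The implied depths of the Chd4 libraries had a coefficient of variation of 0.660%, and those of the Chd8 libraries of 0.667%, against 8.03% in the CTCF lines and 8.91% in the serum set. Under equal sequencing by chance, with the variation of the CTCF lines, so small a variation had a probability of 1.10e-05 in the Chd4 set and 1.16e-05 in the Chd8 set, by the chi-square distribution, which argues against it. The ranges of depth that the shortest peaks allow had a common value within each set, from 9.98 to 10.02 M reads and from 19.9 to 20.005 M reads. A candidate explanation is that reads were reduced to a common number per set before peaks were called. The estimate assumes the MACS formulas, and no biological explanation was tested.

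The mitochondrial-like peak had a −log10 p of up to 1967, and 83.3% of its 21-mers occur in the mitochondrial sequence. In 3 pairs of groups of the CTCF lines, splitting the libraries by its presence changed 8985, 9049 and 9982 windows, against 5546, 5964 and 5510 in the other mixed split, a mean ratio of 1.65. This is consistent with a technical batch that crosses the groups. The lists without the peak also had the longer shortest peaks, 149 to 167 bp against 112 to 140 bp, so a difference in peak length is an equally open explanation that was not tested separately. The labels give no batch, and no biological explanation was tested.

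The changed windows of the Chd4 hairpins exceeded the other splits. Peak length is argued against as the whole cause, because the split by group changed 3.39 (shRNA1) and 3.54 (shRNA2) times as many windows as the split by replicate number, whose lists differ more in the shortest peak (47.3 and 63.3 bp, against 62, 54 and 50 bp for shluci, shRNA1 and shRNA2). A GC content bias alone is argued against too, because both losses and gains exceeded the other splits in every decile of GC content, by at least 2.09 times for shRNA1 and 1.19 times for shRNA2. In the decile with the highest GC content, shRNA2 lost 2471 windows and gained 371, so a GC bias may add to its losses. Enrichment stays open, since the mean number of deposited peaks differed by −663.5 between shRNA and shluci libraries while single lists ranged from 80619 to 141742, and it cannot be told apart from an effect of the hairpins. Of the 15 splits of the 6 libraries into 2 and 4, 1 (the real one) changed as many windows as shluci against the shRNAs in the Chd4 set, and 5 of 15 did in the Chd8 set. With 15 splits a share under 0.05 is not possible. An effect of Chd4 on accessibility stays open as a biological explanation.

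The low overlap of windows gained with degradation and with Chd4 knockdown (log2 odds ratio −1.53) was nearly as low when the serum-free libraries were split across the IAA groups, with a mean of −1.34. A candidate explanation is that the lists of the sets differ in peak length and reach different windows. What remains beyond it was not tested.

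Motif windows at promoters were lost less often than motif windows elsewhere. In serum-free medium 84 of 1002 (8.38%) were lost at promoters and 2593 of 5720 (45.3%) elsewhere, and in serum 84 of 815 (10.3%) and 1860 of 3298 (56.4%). The strength of promoter windows is argued against as the whole cause, because within deciles of strength the log2 odds ratio was −2.22 in serum-free medium and −3.02 in serum. Chance motifs in GC-rich promoters may account for part. At the highest rate of a permuted consensus, 13.3% of promoter motif windows in serum-free medium and 15.8% in serum would still be lost, above the observed upper limits of 10.3% and 12.6%. The rate of chance matches of the CTCF consensus itself in promoters is not known, so chance motifs and a different response of promoters cannot be told apart. Windows with an exact consensus were lost more often than windows with 1 mismatch, at 51.9% and 35.9% in serum-free medium and 60.0% and 42.8% in serum.

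Few summits of the Chd sets lay on the motif. The share of peaks with the motif within 50 bp was 0.739% and 0.836% in the shluci groups of the Chd4 and Chd8 sets, against 4.12% in the control line without IAA. The median distance from a motif to the nearest summit was 99 to 116 bp in the Chd4 set and 89 to 98 bp in the Chd8 set, against 39 and 40 bp in the control line without IAA. For permuted consensuses it was 107.55 to 113.5 bp in the Chd4 set and 98.6 to 108.35 bp in the Chd8 set. The motif distances were thus about those of permuted consensuses in the Chd4 set and shorter in each Chd8 library. Short extended reads that place summits beside a protected motif may be the cause. A median of 1.51% of motif sites had summits on both sides in the 12 libraries, at or below the share at permuted consensuses in each of them, but a peak has 1 summit, so this count does not decide. No biological explanation was tested.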
